A study of Mus musculus with 4 samples.

How the data were processed

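RNA from dissected mouse retina at embryonic day 13.5 was sequenced in 4 libraries, 2 labelled control and 2 labelled Isl1cKO, the latter described by the series as lacking Isl1. Per the labels' protocols, the tissue was frozen after dissection, total RNA was extracted, and strand-specific libraries were made from poly(A)-selected RNA. The aligner, the quantification tool, their versions, the genome build and the annotation are stated neither in the labels nor in the file headers. Each library has its own table with 1 or more rows per gene, so replicates were not pooled.

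Per the file headers, each row gives a gene's mean coverage per base, its FPKM, which is scaled to transcript length and library total, and its TPM, which is scaled to transcript length and then to a fixed sum per library. The deposited TPM summed to 1000000 in each library. The deposited coverage is not scaled to depth and was used only to describe depth. The deposited FPKM entered an alternative only. These values are not counts, so no count model was fitted, and whether the authors used strand when assigning reads is not stated. Reads in overlapping genes, antisense genes, close paralogs and pseudogenes could therefore have been divided in ways that the tables do not record.

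Depth in reads is unknown. By the definitions of the units, the median ratio of coverage to FPKM corresponds to 14.3 and 13.3 gigabases of aligned sequence in control replicates 1 and 2, and to 14.3 and 12.6 gigabases in Isl1cKO replicates 1 and 2. Only rows with an FPKM above 1 entered, and between 56.1% and 56.3% of these rows in a library lay at that ratio. No counting interval was computed from these figures.

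The tables list 25239 gene IDs. Between 171 and 234 gene IDs per library stood on more than 1 row, and their TPM were summed. The 13984 genes with a TPM of at least 1 in at least 2 libraries were tested. The values log2(TPM + 1) were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. All fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. Every adjusted p-value of a gene comes from limma with this adjustment.

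The comparison had been planned as a count test with TMM scaling and filterByExpr, with limma on log2(value + 1) as the stated fallback for normalized values, and the fallback was used. TPM took the place of CPM in the rule for naming genes. The second count test planned as an alternative was not run because the tables hold no counts. Scaling by library size alone and a CPM filter of 1 in 2 libraries coincide with the setting used. The groups, the fallback model, the gene lists, the naming rule and most alternatives were fixed before the data were examined. The choice of TPM over FPKM, the filter on low values and the constant variance prior were fixed after values had been looked at. The gene counts under a constant prior and under a mean-variance trend, 69 and 110, were seen side by side before the constant prior was kept.

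The genes named were Isl1 and then, among genes past the threshold with a mean TPM of at least 1 in a group, complete separation of the groups and a symbol that is not a predicted gene or a pseudogene, those with the largest rise, the largest fall and the smallest p-values, up to 5 of each. Members of the gene lists are named with their list. Any other gene was chosen after its values were seen, and this is said beside it.

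Gene lists for cell types of the retina, for tissues that dissection can carry over and for the p53 response were tested with camera at a preset inter-gene correlation of 0.01, as 1 family of 13 lists with Benjamini-Hochberg adjustment. The rotation test fry and camera with an estimated correlation were alternatives. Further lists, for lens genes other than crystallins, hypoxia and glycolysis, uterine epithelium, yolk sac endoderm, intestinal epithelium, X-linked genes escaping inactivation and immediate early genes, were written after the comparison of all genes had been seen. Another list, adjusted in the same family as these, is not reported here.

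The other alternatives were median-ratio and upper-quartile scaling, no filter beyond a value above 0, the replicate number as a block, a per-library loess correction on transcript length and GC content with and without that block, leaving out sex-linked, haemoglobin and crystallin genes, stricter thresholds, and leaving out each replicate in turn. A pseudocount of 0.1, a filter at 5 TPM, the mean-variance trend, FPKM, quantile normalization and leaving out genes on several rows were added after seeing the data. Length and GC content came from GENCODE M21 by gene symbol and were found for 99.1% of tested genes.

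Positions are those of the authors' tables. Of the 25239 gene IDs, 99.2% were in a gene table of the mouse assembly GRCm38.p6, and 99.6% of the genes on the same chromosome overlapped their position there.

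The model was tested on simulated data for the comparison of Isl1cKO with control, with 13984 genes, 200 of them changed, in 10 draws. Variances were drawn from the fitted prior. A first version with each gene's own moderated variance recovered more genes and was set aside for the harder one. The model recovered 64.8% of genes changed by 1 on the log2 scale and 94.6% of those changed by 2. On average 6.36% of its calls were false, above the nominal 5%, and it called 0 genes when none was changed. The list test found a list of 30 genes lowered by 1 in 10 of 10 draws, and called 1% of unchanged lists at an unadjusted p under 0.05. These simulated genes varied independently, so the figures do not cover correlation between genes.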

Results

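The transcriptome of the E13.5 mouse retina (E, embryonic day) was measured by RNA sequencing in 2 control libraries and 2 libraries labelled Isl1cKO. Isl1 encodes a LIM-homeodomain transcription factor, and the series asked how the retinal transcriptome changes when it is lost. Aligned sequence, derived from the coverage and FPKM values, ranged from 12.6 to 14.3 gigabases per library, and was lowest in Isl1cKO replicate 2. The number of genes at 1 TPM or more was 13912 and 13932 in control replicates 1 and 2, and 13816 and 13554 in Isl1cKO replicates 1 and 2.

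The targeted gene was examined first. Isl1 (chromosome 13, 116298270 to 116309688, minus strand) stood at 242 and 201 TPM in control replicates 1 and 2. It stood at 321 and 223 TPM in Isl1cKO replicates 1 and 2. The means were 221 ± 28.5 TPM in control and 272 ± 69.7 TPM in Isl1cKO (SD, n = 2 each). The log2 fold change was 0.28 (SE 0.21), and the adjusted p-value from limma was 0.683. Isl1 was thus not lower in the libraries labelled Isl1cKO, and the tables give no value per exon. Every direction given here rests on the labels, which the level of the targeted gene did not bear out.

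The libraries were compared across the 13984 tested genes. Pearson's r across genes of log2(TPM + 1), where genes are not independent replicates, was 0.993 between the controls and 0.988 between the libraries labelled Isl1cKO. The 4 correlations between groups ranged from 0.978 to 0.988. The correlation within Isl1cKO exceeded the highest of these by less than the spread among them. The first principal component held 63.6% of the variance, with the controls at -21.8 and -15.8 and the libraries labelled Isl1cKO at 7.13 and 30.5. Within the control group 2.07% of genes differed by more than 1.5-fold between replicates, against 5.72% within Isl1cKO.

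Between the groups, 69 of 13984 genes had an adjusted p-value under 0.05 in limma. Of these, 4 were higher and 65 lower in the libraries labelled Isl1cKO, and 66 had an absolute log2 fold change of at least 1. The alternative that lowered the count most at this threshold was testing all 19784 genes with a value above 0, which left 15. At an unadjusted p-value under 0.05 there were 1694 genes, 447 higher and 1247 lower. Without a test, 230 genes changed by at least 1 on the log2 scale. This number was 203 without Isl1cKO replicate 2 and 383 without Isl1cKO replicate 1. In all 69 called genes both values of one group lay above both of the other, as they did in 44.9% of tested genes, where chance gives 33.3%. The plot of fold change against mean level shows the excess of lower genes.

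**Figure D1:**
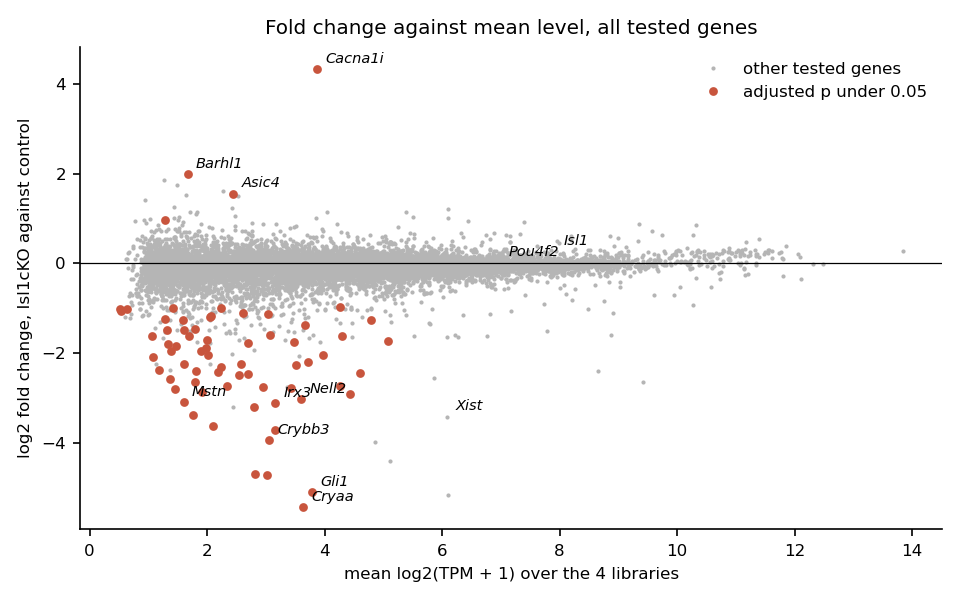
Log2 fold change of the libraries labelled Isl1cKO against control for each of 13984 tested genes, plotted against the mean log2(TPM + 1) over the 4 libraries. Red points are the 69 genes with an adjusted p-value under 0.05, of which 65 lie below 0.

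All 4 genes that were higher passed the naming rule. Cacna1i (chromosome 15, 80287238 to 80398292, plus strand) rose from 2.25 ± 0.133 TPM to 64.7 ± 4.59 TPM (SD, n = 2), a log2 fold change of 4.34 (SE 0.09) with an adjusted p-value of 0.00280 in limma. Barhl1 (chromosome 2, 28907680 to 28916668) rose from 0.588 to 5.38 TPM, with a log2 fold change of 2.00 and an adjusted p-value of 0.0199. Asic4 (chromosome 1, 75450510 to 75474340) rose from 2.17 to 8.35 TPM, with a log2 fold change of 1.55 and an adjusted p-value of 0.0393. Fezf1 (chromosome 6, 23245047 to 23248264) rose from 0.740 to 2.39 TPM, with a log2 fold change of 0.96 and an adjusted p-value of 0.0466. Of these 4, Cacna1i alone stayed past the threshold under each of its 13 alternatives. Without the filter on low values the calls of Asic4, Barhl1 and Fezf1 were lost. That of Asic4 was also lost at a pseudocount of 0.1, and that of Fezf1 with a mean-variance trend and without sex-linked, haemoglobin and crystallin genes.

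Among the lower genes, Gli1 (chromosome 10, 127329882 to 127341579, minus strand), a transcription factor of the hedgehog pathway, fell from 81.0 ± 22.1 TPM to 1.34 ± 0.205 TPM (SD, n = 2). Its log2 fold change was -5.11 (SE 0.21) and its adjusted p-value in limma was 0.00744. Mstn (chromosome 1, 53061640 to 53068079) fell from 7.89 to 0.0360 TPM, with a log2 fold change of -3.10 and an adjusted p-value of 0.00462. Rgs4 (chromosome 1, 169741477 to 169747642) fell from 7.11 to 0.529 TPM, with a log2 fold change of -2.41 and an adjusted p-value of 0.00462. These 3 genes stayed past the threshold under each of their 13 alternatives.

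The other lower genes that the rule named were the crystallins Cryaa, Cryba1, Cryba4, Crybb3, Cryga and Crygb. Their log2 fold changes ranged from -2.87 for Cryba4 to -5.44 for Cryaa. Cryaa (chromosome 17, 31677931 to 31681730) was at 74.1 and 88.3 TPM in the controls and at 1.76 and 0.291 TPM in the libraries labelled Isl1cKO, with an adjusted p-value of 0.0239 in limma. The calls of Cryaa and Cryba1 were lost without the filter on low values, and those of Cryaa and Cryga at a pseudocount of 0.1. Crygb was listed at 0 in Isl1cKO replicate 1. Crystallins are the main proteins of the lens, and 12 of the 65 lower genes were crystallin or lens list genes. The gamma-crystallin genes are close paralogs, so the division of reads among them is uncertain. Crystallin genes together made up 0.0305% and 0.0368% of all TPM in control replicates 1 and 2, and 0.00387% and 0.00247% in Isl1cKO replicates 1 and 2.

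**Figure D2:**
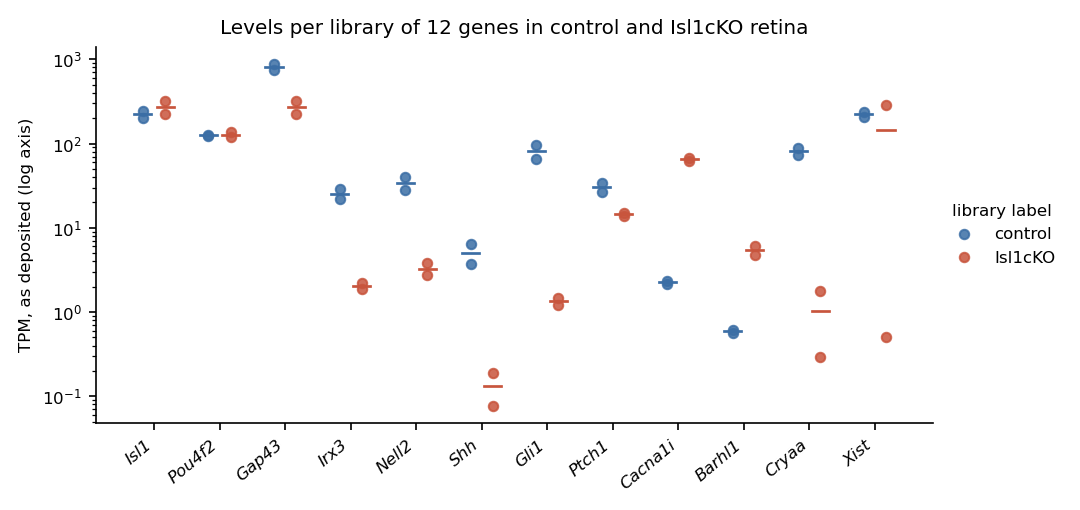
TPM as deposited, on a log axis, of 12 genes in each library, with points for libraries and horizontal bars for group means. Isl1 and Pou4f2 overlap between the groups, Gli1 and Cacna1i stand far apart, and Xist is low in Isl1cKO replicate 2 alone.

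Cell type composition was addressed with gene lists. Of the retinal ganglion cell list, 28 genes were tested and 25 were lower in the libraries labelled Isl1cKO. The median log2 fold change was -1.13, with an adjusted p-value of 1.05e-14 in camera. Over all genes tested, 3 members passed the threshold (Irx2, Irx3 and Nell2), all lower. Adjusted over the list alone, 23 passed, 22 of them lower. Irx3 (chromosome 8, 91798511 to 91801654) fell from 25.3 ± 4.58 to 2.03 ± 0.242 TPM (SD, n = 2), with an adjusted p-value of 0.0119 in limma. Nell2 (chromosome 15, 95219440 to 95528758) fell from 34.2 to 3.26 TPM, with an adjusted p-value of 0.0239. Gap43 fell from 815 to 272 TPM but did not pass over all genes (adjusted p-value 0.0903), nor did Shh, which fell from 5.03 to 0.133 TPM (0.0525). Pou4f2 stood at 125 ± 1.33 TPM in control and 127 ± 11.1 TPM in Isl1cKO, a log2 fold change of 0.02 (SE 0.10) with an adjusted p-value of 0.941.

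The lens list had a median log2 fold change of -2.78 over 14 genes, with an adjusted p-value of 2.04e-17 in camera. Over all genes 9 members passed, and 11 passed adjusted over the list alone, all lower. Without sex-linked, haemoglobin and crystallin genes the lens list no longer passed (median -0.55, adjusted p-value 0.105, against a range of 5.19e-24 to 0.604 over its alternatives). The red blood cell list had a median of -2.41 (adjusted p-value 0.000189), with 9 of 9 genes lower. No member passed over all genes, and 1 passed adjusted over the list alone. Its median was -3.73 without Isl1cKO replicate 1 and -1.09 without Isl1cKO replicate 2. The photoreceptor precursor list had a median of -0.47 (adjusted p-value 0.00339), with 11 of 11 genes lower, which was -0.80 without Isl1cKO replicate 1 and -0.24 without Isl1cKO replicate 2. Adjusted over the list alone, 1 member passed, which was Rxrg.

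The microglia list was higher by a median of 0.32 (adjusted p-value 1.54e-06 in camera, 8 of 9 genes higher), which was 0.48 without control replicate 2. Adjusted over the list alone 1 member passed, and over all genes 0 did, against 4 at an unadjusted p-value under 0.05. The neurogenic progenitor list was higher by a median of 0.08 (adjusted p-value 0.0140, 10 of 14 genes higher), which was 0.03 without Isl1cKO replicate 1 and 0.13 without Isl1cKO replicate 2. Its call was lost after correction for length and GC content, where the adjusted p-value was 0.0778 within a range of 0.00281 to 0.624 over its alternatives.

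The remaining 7 lists did not pass in camera. Their medians and adjusted p-values were -0.26 and 0.426 for amacrine cells, 0.03 and 0.282 for horizontal cells, and -0.03 and 0.418 for retinal progenitor cells. They were -0.34 and 0.150 for pigment epithelium, and -0.34 and 0.282 for periocular mesenchyme. The pigment epithelium median was -0.14 without control replicate 1 and -0.12 without Isl1cKO replicate 2. They were -0.16 and 0.983 for endothelium, and -0.11 and 0.282 for the p53 response. The endothelium median covers 3 of 8 members, and with no filter on low values it was -0.55, with an adjusted p-value of 0.136 within a range of 0.136 to 0.995 over its alternatives. Adjusted over the list alone, 1 member passed in the horizontal cell list and 1 in the p53 list.

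The set test that moved these results most was camera with the correlation estimated from the data, under which no list passed (adjusted p-values of 0.604 or more). Its smallest unadjusted p-value was 0.046, for the lens list, so with 4 libraries it could hardly pass any of 13 lists. At the preset correlation camera sets a list against the other genes. Its very small p-values there rest mainly on the number of genes, not of libraries. Under fry only the lens list passed, with an adjusted p-value of 0.0144, while the retinal ganglion cell list had 0.141. Of the 6 lists that camera called at its preset correlation, the lens list was thus the only one that also passed fry.

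**Figure D3:**
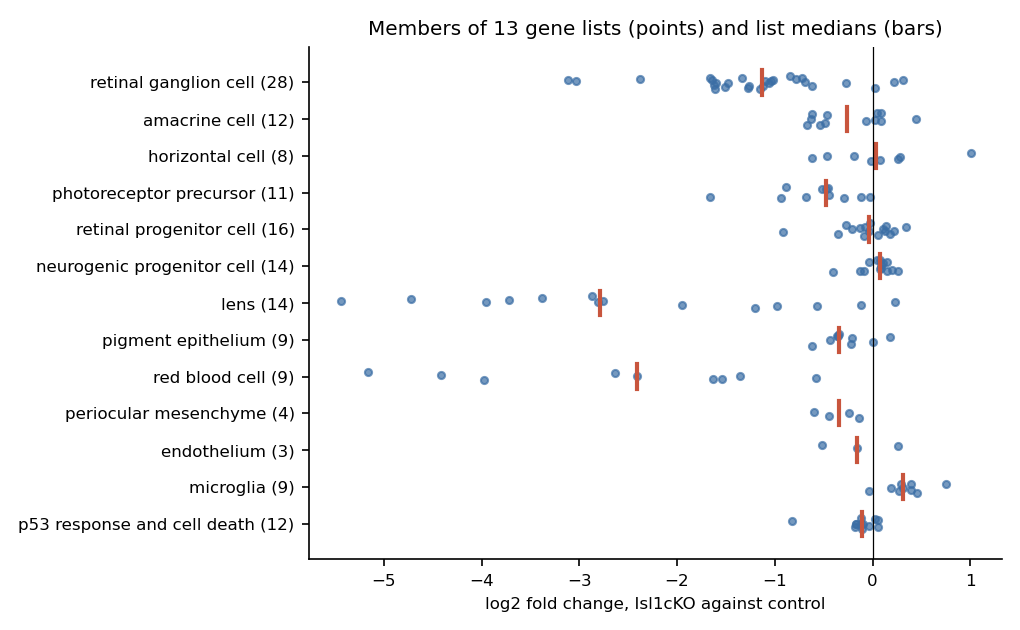
Log2 fold change of the libraries labelled Isl1cKO against control for the tested members of 13 gene lists, with blue points for genes, red bars for list medians and the number of tested members in brackets. The lens, red blood cell and retinal ganglion cell lists have the lowest medians, at -2.78, -2.41 and -1.13.

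Sex-linked genes were read per library. Xist stood at 235 and 209 TPM in control replicates 1 and 2, at 287 TPM in Isl1cKO replicate 1 and at 0.501 TPM in Isl1cKO replicate 2. Its log2 fold change of -3.42 had an adjusted p-value of 0.677, and became 0.37 without Isl1cKO replicate 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in each library. Eif2s3y stood at 44.6, 62.2, 54.2 and 67.2 TPM in the same order. Of the 69 called genes, 2 lay on X or Y.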

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

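Tests with a pseudocount of 0.1, a filter at 5 TPM, a mean-variance trend, FPKM, quantile normalization and genes on several rows left out were chosen after seeing the data. The others were not, and the values below are for the libraries labelled Isl1cKO against control. The second count test that had been planned was not run, because the tables hold no counts. Except where a sentence says so, the cause of a change was not tested.

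Isl1 kept its direction and stayed short of the threshold under each of 13 alternatives, with a log2 fold change from 0.27 to 0.33 and an adjusted p-value from 0.318 to 0.734. Each left-out replicate gave 0.01 to 0.54, lowest without Isl1cKO replicate 1. Cacna1i, Gli1, Mstn and Rgs4 kept their direction and call under each of 13 alternatives, and Cryba4, Crybb3 and Crygb under each of 12. Of the 69 called genes, 8 were called under all 13 refitted alternatives, 1 of which leaves out the crystallin genes by construction. Among the named genes other than Isl1, 10 calls were lost and 0 directions changed.

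The count of 69 genes (4 higher, 65 lower) was 15 (1 and 14) with no filter beyond a value above 0, where more genes were tested, and all 15 were among the 69. It was 12 (1 and 11) at an adjusted p-value under 0.01, by construction. It was 44 at a pseudocount of 0.1 (41 lower, 39 shared), 110 with a mean-variance trend (105 lower, 61 shared) and 127 with FPKM (8 higher, 119 lower, 62 shared). The higher genes numbered 2 at a filter of 5 TPM and 7 after quantile normalization. Counts stayed within 1.5 times under median-ratio scaling (81), upper-quartile scaling (76), length and GC correction (82) and the removal of sex-linked, haemoglobin and crystallin genes (48). They did so as well at 5 TPM (71), under quantile normalization (77) and without genes on several rows (69). The share of lower calls ranged from 90.6% to 97.2% over the refitted alternatives. The untested count of 230 genes with an absolute log2 fold change of at least 1 was 423 at a pseudocount of 0.1 and 122 with FPKM, and ranged from 203 to 383 across the 4 leave-one-out comparisons.

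The replicate numbers were checked for pairing. The deviations of control replicate 1 and Isl1cKO replicate 1 from their group means correlated at 0.126 across genes. With only 2 pairs and no label of a shared litter or day, the samples were treated as sharing only a number. With the replicate block 265 genes passed (25 higher, 240 lower), including all 69, and 169 (15 higher, 154 lower) with the replicate block and length and GC correction. With the block, the pigment epithelium list (median -0.34, adjusted p-value 0.0331) and the periocular mesenchyme list (-0.34, 0.0298) passed. With the block and that correction they had medians of -0.33 and -0.27, each with an adjusted p-value of 0.0283. Over their alternatives the adjusted p-values ranged from 0.0283 to 0.995 and from 0.0283 to 0.856.

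The retinal progenitor list, at a median of -0.03 and never past the threshold, changed sign. It was 0.0255 under median-ratio scaling, 0.0170 under upper-quartile scaling, 0.0195 after length and GC correction with or without the replicate block, 0.0194 with FPKM and 0.0173 without the 2 members that moved most. The horizontal cell list, at 0.03, was -0.10 with no filter. The neurogenic list no longer passed after length and GC correction (0.10, adjusted p-value 0.0778), with the replicate block added (0.10, 0.105) and after quantile normalization (0.11, 0.0760). The lens list no longer passed without sex-linked, haemoglobin and crystallin genes (-0.55), which removes most of its members.

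The choice of set test leaves the medians as they are. With an estimated correlation the adjusted p-values were 0.624 for the retinal ganglion cell (-1.13), neurogenic (0.0797), red blood cell (-2.41) and microglia (0.32) lists, 0.650 for photoreceptor precursors (-0.47) and 0.604 for lens (-2.78). Under fry they were 0.141 for retinal ganglion cells, 0.403 for photoreceptor precursors, 0.279 for the neurogenic and microglia lists and 0.317 for red blood cells. Under the other 14 alternatives the retinal ganglion cell list kept its call, with medians from -1.21 to -1.05.

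Leaving out each replicate in turn leaves a group with 1 library, so only values are given. Medians ranged from -1.38 to -0.94 for retinal ganglion cells, from -0.407 to -0.0866 for amacrine cells, from -0.22 to 0.26 for horizontal cells and from -0.80 to -0.24 for photoreceptor precursors. They ranged from -0.00447 to 0.101 for retinal progenitors, from -0.292 to -0.0225 for endothelium, from -0.373 to -0.117 for pigment epithelium and from 0.22 to 0.48 for microglia. The periocular mesenchyme list went from -0.60 without Isl1cKO replicate 1 to near 0 without Isl1cKO replicate 2. The log2 fold change of Xist went from -7.21 to 0.37 and rests on Isl1cKO replicate 2.

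Depth in reads is unknown, so no limit of detection was computed for genes listed at 0. Isl1cKO replicate 2 had the least aligned sequence (12.6 gigabases) and the fewest genes at 1 TPM or more (13554).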

Other observations

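Chosen only after the results were seen were the tests of other splits of the libraries, of exchanged libraries, of cells that kept Isl1, of a residual transcript, of a lower share of ganglion cells, of dilution, of sex make-up as a source of the ganglion cell result, of carried-over mesenchyme or pigment epithelium, of a larger share of progenitors, and of reads divided between copies. The limits by which the tests were judged were set when many of the values were known. Each hypothesis was found and tested on the same 4 libraries.

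The 4 libraries can be split into 2 and 2 in 3 ways, and 1 of the 3 splits, the labelled one, gave as many as 69 genes with an adjusted p-value under 0.05. The others gave 0 and 0, with 364 and 311 genes at an unadjusted p-value under 0.05 against 1694. With 3 splits the share cannot fall under 0.05, so the number of splits by itself decides nothing. In simulated data with no change the model called 0 genes. Those genes varied independently, with variances from the fitted prior, so this does not rule out deviations shared across genes.

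Isl1 was not lower in the libraries labelled Isl1cKO (log2 fold change 0.28), which a reader would want to look at again. An exchange of 1 control with 1 Isl1cKO library is argued against, since the splits it predicts gave at most 364 genes at an unadjusted p-value under 0.05 against 1694 for the labels. An exchange of both pairs would leave the same split, but Isl1 stood at 201 to 321 TPM in each of the 4 libraries and overlapped between the groups, so no exchange among them gives a group that lacks the transcript. Cells that kept Isl1 could supply some of the transcript. To supply all of it, they would need to make as much as the whole control retina, since the Isl1cKO mean was 123% of control. The retinal ganglion cell list fell (median -1.134), but no test here ties that fall to loss of Isl1. That fall therefore cannot decide how much such cells supplied. A transcript that remains after deletion of part of the gene may also account for the level. The value of 0.2777 is for the whole gene, with no value per exon, so these sources cannot be told apart here. Reads over single exons would decide it.

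The retinal ganglion cell list was lower by a median of -1.134, while its members moved apart. Of 24 members at a control mean of 10 TPM or more, 7 had a 95% confidence interval that left out their median of -1.11. Pou4f2, Dlx1, Dlx2 and Gfra1 lay above it and Irx3, Nell2 and Cntn2 below. A lower share of ganglion cells as the whole cause is argued against by these 7, since it would lower each member alike, if the listed genes are made in these cells alone. Part of the fall could still come from cell number. Dilution by blood or lens RNA is argued against, because the red blood cell and lens lists held at most 0.1435% of TPM in a library labelled Isl1cKO, and more in each control. Correction for length and GC content left the median at -1.074 and median-ratio scaling left it at -1.079. The sex make-up of Isl1cKO replicate 2 is argued against as the source, since Isl1cKO replicate 1 alone gave -0.9421. A change within ganglion cells that depends on the genotype remains a hypothesis, with the labels unresolved as above, and fry did not call the list.

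Gli1 fell by 5.11 on the log2 scale in the libraries labelled Isl1cKO. Less periocular mesenchyme or pigment epithelium carried over is argued against as the source, since the lower of the median log2 fold changes of those lists was -0.3424, that of pigment epithelium. With each library left out, the medians ranged from -0.37 to -0.12 for pigment epithelium and from -0.60 to near 0 for mesenchyme. A change that depends on the genotype stays open.

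Crystallin genes were lower in the libraries labelled Isl1cKO. Less lens tissue at dissection might explain this, and would also lower other lens genes. Of 12 lens genes other than crystallins that were above 0, 6 were lower in both libraries labelled Isl1cKO than in both controls, but 4 of these 6 had a control mean under 1 TPM. The lens list holds other non-crystallin genes. Of these, Lim2 (1.04 and 1.59 TPM in control, listed at 0 in both libraries labelled Isl1cKO) and Mip (2.95 and 4.79 against 1.28 and 1.60 TPM) were lower too, while Bfsp1 and Bfsp2 overlapped between the groups. Retina also expresses several of the listed genes, such as Mab21l1 at 138 and 134 TPM in the controls. Less lens tissue and a lower crystallin level in the retina cannot be told apart, because these genes are low and go both ways.

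Xist was near 0 in Isl1cKO replicate 2 alone, with Y-linked genes present in each library. The hypothesis was males only in Isl1cKO replicate 2, both sexes in the other libraries. X-linked genes that escape inactivation should then be lowest in that library, and 4 of 4 (Kdm5c, Kdm6a, Ddx3x and Eif2s3x) were. Ddx3x was at 405 TPM there, against 497 to 516 TPM in the others. Such a sex make-up may explain the Xist values, and the labels do not give the sex of the animals.

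Control replicate 2 held transcripts that were far lower in the other libraries, chosen after their values were seen. Prap1 was at 125 TPM there, listed at 0 in control replicate 1, and at 10.7 and 0.994 TPM in Isl1cKO replicates 1 and 2. Guca2b was at 117 TPM, listed at 0, and at 3.66 and 0.537 TPM in the same order. Of the uterine epithelium list, 2 of 16 genes above 0 were highest in that library, where chance gives 25%. Most of the 16 lay near the floor, Epcam stood near its level there in each library, and Wfdc2, at 6.98 and 12.8 TPM in control replicates 1 and 2, was higher still in Isl1cKO replicates 1 and 2, at 14.8 and 15.6 TPM. The count thus gives no support for uterine epithelium carried over, but with most members near the floor it does not exclude this tissue. Yolk sac endoderm is argued against, with 1 of 12 highest there and with its abundant transcripts Afp, Apoa1 and Ttr at 0.783, 0.531 and 1.51 TPM. For intestinal epithelium, 2 of 7 were highest there, which is near the chance share of 25% and decides nothing. The marker levels there argue against this tissue, with Fabp1 listed at 0, and Fabp2 and Vil1 at 0.333 and 0.164 TPM. Lgals4 was at 3.81 TPM there, against 4.21 TPM in control replicate 1. No biological explanation was tested.

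Pgk1 was higher in the libraries labelled Isl1cKO, at 810 and 1174 TPM against 617 and 562 TPM in control, with an adjusted p-value of 0.302. A hypoxia and glycolysis list without Pgk1 was written after the comparison of all genes had been seen. The list had a median of 0.5644, and 17 of 19 genes were higher in both libraries labelled Isl1cKO. It passed camera (adjusted p-value 4.47e-13 over the added lists) but not fry (0.222) or an estimated correlation (0.511). The median was 0.36 without Isl1cKO replicate 2 and 0.82 without Isl1cKO replicate 1. A larger share of progenitors as the whole cause is argued against, if the listed genes mark these cells. The progenitor list had a median of -0.0308, and its highest member rose by 0.3432, less than the hypoxia and glycolysis median. Of its members, 9 were lower and 7 higher, so a part of the rise could still come from progenitors. For the hypoxia and glycolysis list, median-ratio scaling gave 0.6207 and length and GC correction 0.5673, which argues against both as the source. Longer handling before freezing got no support from the immediate early list, which had a median of -0.1106 with 4 of 5 tested members lower. Such handling is not excluded, since these genes could have responded on another time scale. A hypoxia response may thus reflect genotype or handling, and these and a part from progenitors cannot be told apart here.

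A few genes followed the replicate number rather than the group. Amd1 was at 0.773 and 0.453 TPM in the libraries numbered 1 and at 36.6 and 11.3 TPM in those numbered 2. The sum of Amd1 and Amd2, which overlap on chromosome 10, differed by a factor of only 1.04 between the highest and lowest library, consistent with reads divided differently between overlapping genes. Rpl29 was at 517 and 643 TPM in the libraries numbered 1 and at 31.3 and 30.3 TPM in those numbered 2, and Rpl34-ps1 at 227 and 544 TPM against 0.190 and 0.289 TPM. The sum of Rpl34 and Rpl34-ps1 still differed 12.78-fold, which argues against a division between that pair. Another test, of whether ribosomal protein genes follow the replicate number more often, was void because these genes were the pattern itself. A batch that follows the replicate number stays open, as the labels give none.

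Genes near Isl1 were examined for variants linked to the targeted locus. Of 26 tested genes within 5 Mb, 0 passed an adjusted p-value under 0.05, and their median absolute log2 fold change was 0.0857 against 0.0968 in 10000 random matched lists (one-sided permutation p = 0.687). Effects around the locus are not excluded by this.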
